A study of Hydra vulgaris with 99 samples.

How the data were processed

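PolyA-selected RNA of Hydra vulgaris, strain Jussy, was sequenced from 99 directional Illumina TruSeq libraries in 33 groups of 3 biological replicates (A, B and C). Each library was made from tissue of 20 to 25 animals. Regenerating tips were sampled at 10 times from 0 to 48 h after section in 3 series: apical regeneration from the 50% level of the body axis, apical regeneration from the 80% level (decapitation), and basal regeneration from the 50% level. Homeostatic animals gave 3 further groups: apical regions (head), basal disk with lower peduncle (foot), and intact animals.

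A pair of tables was available. The first holds raw read counts deposited by the authors for 79774 transcript sequences, whose identifiers place them in 25879 loci. It was checked to hold whole numbers only. The aligner, the counting program, the reference transcriptome and any filter are not stated in the labels. The second table holds a normalized signal that the authors made from the counts for 40479 of the same sequences. The values in it equalled the counts multiplied by one factor per library, to within rounding. The factors ranged from 0.652 to 1.26 and followed the inverse of median-of-ratios size factors within 1.39% after scaling. The rule by which the authors chose the 40479 sequences is not stated. The largest total of a sequence left out of the normalized table was 2026 reads over the 99 libraries, and the smallest total of a sequence kept was 4 reads. Raw counts were used for all main results, and the authors' normalized values for one alternative.

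None of the sequence or locus identifiers was found in the available table of RefSeq genes (0 matches). Features are therefore called transcript sequences and loci, not genes, and genomic positions and gene names are not given. For the same reason the list of regeneration genes drawn up in advance could not be looked up and is not analysed here. Sequences were named by a rule instead. From head against foot, the rule took the 2 called sequences that rose most and the 2 that fell most among those with a mean log2 CPM of at least 5 and all 3 libraries of one group above all 3 of the other. No other identifiers are given.

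Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and the data.table package (1.17.8). Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Sequences were kept by edgeR's filterByExpr with the 33 groups, which left 54272 sequences in 20612 loci and 99.9% of the reads. Of these sequences, 85.7% lie in loci with 2 or more sequences in the count table, so sequences of one locus are not independent. Libraries were scaled by TMM, with factors from 0.880 to 1.15. All 99 libraries entered one negative binomial model with one coefficient per group, so that every contrast shared the same dispersion trend. Contrasts were tested by the edgeR quasi-likelihood F-test with a trended dispersion. A sequence was called at a Benjamini-Hochberg adjusted p under 0.05 within the contrast and an absolute log2 fold change of at least 1.

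The contrasts were head against foot, head against intact, foot against intact, each later time against 0 h in each series (27 contrasts), apical against basal regeneration from the 50% level at each time (10 contrasts), and apical regeneration from the 50% against the 80% level at each time (10 contrasts). Calls shared by the 3 series at one time and in one direction were counted (9 counts). F-tests over the 9 later times tested each series for any change with time (3 tests) and tested whether the changes differed between series (2 interaction tests). These were called at an adjusted p under 0.05 with no fold-change minimum.

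A head set and a foot set were the sequences with an adjusted p under 0.05 and an absolute log2 fold change of at least 2 in head against foot. The libraries that define the sets are in none of the regenerating series. Each set was summarised by its median log2 fold change and tested with limma's fry, two-sided and directional, on log2 CPM with a prior count of 2. Adjustment was by Benjamini-Hochberg over 20 tests of apical against basal regeneration and over 6 tests of 48 h against 0 h.

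The groups, contrasts, thresholds, naming rule and most alternatives were fixed before the data were examined. The exceptions follow. The older quasi-likelihood method of edgeR (legacy = TRUE) was taken as the main method after the counts from it and from the newer method had been seen, and the newer one is an alternative. A replicate block within each time, counts summed per locus, and fits without each pair of 0 h libraries of the 50% level were also added after the data were seen. The alternatives fixed in advance were RLE size factors, DESeq2, no filter beyond 1 read in all libraries together, a replicate letter as a block, each replicate letter left out in turn, the 6 libraries of a contrast alone, no fold-change minimum, limma on log2 of the authors' normalized values plus 1, camera with an estimated correlation, and sets defined at a log2 fold change of 1.

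Total reads per library ranged from 26401348 to 54273942 (median 33209894). Tested sequences had a median of 33.8 reads per library, at which counting error alone is 17.2%, and 71.4% of them had a mean of 10 or more reads. The floor was set at 3 reads, which is 0.114 CPM in the smallest library. Reads carried no molecular identifiers, so this precision covers counting error only, and comparisons rest on the spread between replicates.

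Replicate letters were checked for pairing by correlating the deviations of libraries from their group means, over 16563 sequences with a mean log2 CPM above 2. Libraries of the 2 series from the 50% level with the same letter and time correlated at every one of the 10 times (r from 0.105 to 0.763). Apical libraries from the 50% and 80% levels with the same letter and time correlated at 9 of 10 times, with r from 0.200 to 0.743 at 0.5 to 48 h. Their smallest r at 0 h was -0.137. The same letter at different times of a series did not pair libraries consistently. The mean r was 0.0984, with a range from -0.471 to 0.619, and 207 of 405 pairs exceeded 0.1. A block within each time is therefore reported beside comparisons between series where it changed a call or moved a count by more than 1.5 times. Replicates of a group were not copies of each other. Their median squared differences were 4.00 to 43.2 times those of counting error over the 99 replicate pairs. This used sequences with a mean of at least 50 reads.

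The main steps were tested on simulated data with the totals and groups of these libraries and the mean share of each sequence. Dispersions were scattered around an assumed trend, not one estimated from these libraries, and same-letter libraries were not correlated. Each simulated contrast held 200 changed sequences with a mean of at least 20 reads. The shares called describe this simulation, and power in the real libraries may differ. For head against foot, 70% of 4-fold changes and 24% of 2-fold changes were called in the right direction, and 5 unchanged sequences were called. For apical against basal regeneration at 48 h the shares were 70% and 16%, with 4 unchanged sequences called. The interaction test of apical and basal regeneration called 28% of 4-fold changes, which were placed in the apical series at 48 h alone. Differences lasting over several times were not simulated, so this share does not describe them. DESeq2 called 84% of 4-fold changes in a run on 5187 sequences, with 7 unchanged sequences called among 4987. Limma on normalized values called 39% in a run on 54272, fitted to the head and foot libraries alone, with 2 unchanged sequences called. The block within each time called 75% in a run on 5179, with 1 unchanged sequence called. Changed sequences were a larger share of the DESeq2 and block runs than of the edgeR run. These runs were not set up alike, so their shares do not rank the methods. A call needs a fitted absolute log2 fold change of at least 1, which alone keeps many 2-fold changes from being called.

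For each result, the groups were also regrouped. Comparisons of 3 against 3 libraries have 10 splits, so no share under 0.1 is possible, and each was refitted on the 6 libraries with the dispersion trend of all libraries. The F-tests were refitted under 25 labellings, with labels exchanged among times within a series or, for interactions, between series within a time. Exchange between series turns a constant difference between them into an apparent interaction. The interaction refits were therefore repeated with the real series as a further term for the exchanged labels, without and with a block within each time. This was added after the data were seen.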

Results

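The data were 99 RNA-seq libraries of Hydra, 3 for each of 33 groups. The regenerating series comprised 30 libraries each: tips regenerating the apical end from the 50% level (mid-gastric section), tips regenerating the apical end from the 80% level (decapitation), and tips regenerating the basal end from the 50% level. The remaining 9 libraries came from homeostatic heads, feet and intact animals. Libraries held 26401348 to 54273942 reads, with a median of 33209894. Between 53673 and 60457 transcript sequences had at least 1 read in a library. The 100 most abundant sequences took 23.6% to 28.6% of the reads of a library. All contrasts below tested 54272 sequences, and each group had n = 3.

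Replicates of a group correlated with a median Pearson r of 0.968 across 16563 sequences, which are not independent replicates. The smallest mean correlation of a library with its replicates was 0.861, in replicate A of apical regeneration from the 50% level at 0 h. Replicate A of basal regeneration from the 50% level at 0 h had 0.890. The first principal component held 26.6% of the variance and the second 13.3%. On the first component heads stood at 148 ± 16.0 (mean ± SD, n = 3), feet at 10.9 ± 5.50 and intact animals at 18.9 ± 6.54. Apical regeneration from the 50% level moved from -31.3 ± 0.85 at 0 h to 33.7 ± 4.96 at 48 h, apical regeneration from the 80% level from -8.61 ± 5.79 to 52.2 ± 8.82, and basal regeneration from -27.9 ± 6.85 to -1.88 ± 3.10. On the second component basal regeneration moved from 26.5 ± 1.75 to -44.5 ± 13.3, and feet stood at -75.9 ± 5.52.

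**Figure D1:**
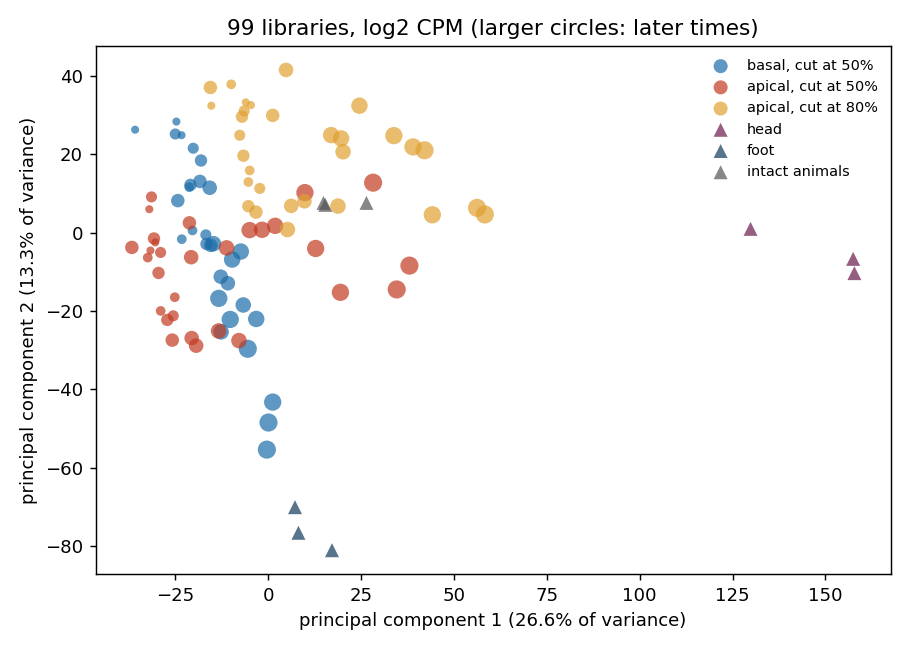
First and second principal components of log2 CPM for the 99 libraries, 1 point per library, with colour by series and homeostatic group; the axes carry 26.6% and 13.3% of the variance. Heads lie farthest along the first axis (148), and larger circles are later times.

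Heads, feet and intact animals were compared to find the sequences that distinguish the ends of the body column. Head against foot gave 7806 called sequences by edgeR, 4008 higher and 3798 lower in the head. The alternative that moved this count of sequences most was the removal of the fold-change minimum, which gave 13140. With counts summed per locus, a different unit, 4052 of 20883 loci were called. Head against intact gave 6242 calls, 2606 higher and 3636 lower in the head. Foot against intact gave 3232 calls, 1265 higher and 1967 lower in the foot.

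Of 694 sequences that met the naming rule, the pair that rose most and the pair that fell most in head against foot are described (CPM as mean ± SD, n = 3). SE is the absolute log2 fold change divided by the square root of the F statistic. It is derived from the test and is not computed from the CPM spread. The first, seq17014_loc07385_tr0630948, was the one sequence of its locus and had a log2 fold change of 11.42 (SE 0.65, edgeR adjusted p = 9.6e-25). It stood at 3540 ± 902 CPM in head, 1.28 ± 0.37 CPM in foot and 886 ± 132 CPM in intact animals. During apical regeneration from the 50% level it went from 4.78 ± 0.73 CPM at 0 h to 1779 ± 502 CPM at 48 h, and during basal regeneration from 13.4 ± 3.9 CPM to 3.61 ± 0.61 CPM. The second, seq08528_loc04152_vl0022650, is 1 of 2 sequences of its locus and had a log2 fold change of 9.22 (SE 0.49, edgeR adjusted p = 1.71e-26). It stood at 1523 ± 343 CPM in head, 2.55 ± 1.04 CPM in foot and 140 ± 67.9 CPM in intact animals. During apical regeneration it went from 4.32 ± 2.97 CPM to 127 ± 28.2 CPM, and during basal regeneration from 2.21 ± 0.77 CPM to 8.94 ± 1.85 CPM.

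The sequence that fell most, seq03962_loc02149_vl0008526, was the one sequence of its locus and had a log2 fold change of -10.45 (SE 1.03, edgeR adjusted p = 7.82e-14). It stood at 1.84 ± 0.69 CPM in head, 2571 ± 857 CPM in foot and 254 ± 36.9 CPM in intact animals. During basal regeneration it went from 1.77 ± 0.51 CPM at 0 h to 1386 ± 145 CPM at 48 h, and during apical regeneration from the 50% level from 18.2 ± 21.3 CPM to 56.1 ± 37.6 CPM. The next, seq07371_loc03702_tr0592172, is 1 of 3 sequences of its locus and had a log2 fold change of -9.87 (SE 1.19, edgeR adjusted p = 1.19e-10). It stood at 1.14 ± 0.32 CPM in head, 1065 ± 432 CPM in foot and 82.8 ± 27.6 CPM in intact animals. During basal regeneration it went from 0.296 ± 0.269 CPM to 562 ± 102 CPM. During apical regeneration it stood at 5.04 ± 7.65 CPM at 0 h and 4.96 ± 5.93 CPM at 48 h, a difference smaller than the spread between replicates.

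Each series was compared with the tips sampled at its own 0 h to follow the response over time. In basal regeneration from the 50% level, 0.5 h gave 0 calls, with 5942 sequences at an unadjusted p under 0.05 against 2714 by chance. At this time the choice of test moved the count most, since DESeq2 gave 176. The counts then were 71 at 1 h (67 higher, 4 lower), 493 at 2 h (334 higher, 159 lower), 905 at 4 h (695 higher, 210 lower) and 1237 at 8 h (833 higher, 404 lower). They were 1808 at 16 h (1135 higher, 673 lower), 1754 at 24 h (1231 higher, 523 lower), 2521 at 36 h (1745 higher, 776 lower) and 3357 at 48 h (2172 higher, 1185 lower). Single 0 h libraries moved these counts by more than 1.5 times at 0.5 to 16 h. Without the 0 h library of replicate A, the counts were 1 at 0.5 h, 27 at 1 h, 209 at 2 h, 556 at 4 h, 584 at 8 h and 870 at 16 h. Without that of replicate B they were 3 at 0.5 h and 132 at 1 h. Without that of replicate C they were 117 at 0.5 h, 1006 at 2 h and 1913 at 8 h.

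In apical regeneration from the 50% level, the counts were 1 at 0.5 h (higher), 42 at 1 h (34 higher, 8 lower), 238 at 2 h (179 higher, 59 lower), 473 at 4 h (372 higher, 101 lower) and 612 at 8 h (441 higher, 171 lower). They were 939 at 16 h (582 higher, 357 lower), 1477 at 24 h (909 higher, 568 lower), 1858 at 36 h (1233 higher, 625 lower) and 2880 at 48 h (1976 higher, 904 lower). At 0.5 h, 2666 sequences had an unadjusted p under 0.05. Without the 0 h library of replicate A the counts were 0 at 0.5 h, 15 at 1 h, 131 at 2 h and 580 at 16 h. Without that of replicate B they were 4 at 0.5 h, 67 at 1 h and 364 at 2 h, and without that of replicate C 3 at 0.5 h.

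In apical regeneration from the 80% level, 0.5 h gave 0 calls, with 2837 sequences at an unadjusted p under 0.05. The counts were 4 at 1 h (3 higher, 1 lower), 142 at 2 h (130 higher, 12 lower), 352 at 4 h (300 higher, 52 lower) and 339 at 8 h (300 higher, 39 lower). They were 586 at 16 h (493 higher, 93 lower), 962 at 24 h (744 higher, 218 lower), 1742 at 36 h (1195 higher, 547 lower) and 2846 at 48 h (1930 higher, 916 lower). In all 3 series more sequences were called higher than lower at each time with calls. Under DESeq2 the calls at 0.5 h in apical regeneration from the 50% level were 47 higher and 46 lower.

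**Figure D2:**
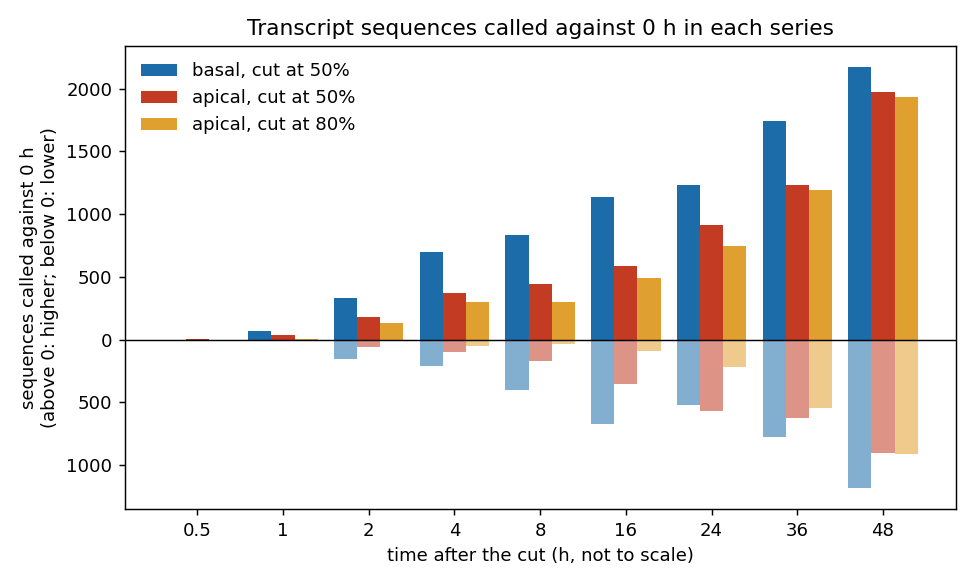
Number of transcript sequences called against 0 h of the same series (edgeR, adjusted p under 0.05 and absolute log2 fold change of at least 1), higher above and lower below the zero line, at each time after section. The totals at 48 h were 3357 in basal regeneration from the 50% level, 2880 in apical regeneration from the 50% level and 2846 in apical regeneration from the 80% level.

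Calls shared by the 3 series were counted to separate the changes seen whatever the level of section and the end that regrows. At 0.5 h, 0 sequences were called in the same direction in all 3 series, and 39 had an unadjusted p under 0.05 and the same direction in each. DESeq2 moved this count most, to 6. The counts were 1 at 1 h, 102 at 2 h, 233 at 4 h, 183 at 8 h, 214 at 16 h, 264 at 24 h and 356 at 36 h. At 48 h 571 were shared, 417 higher and 154 lower, where 3.15 would be shared if the calls of the series were independent. At that time 6167 sequences were called in at least 1 series, and 261 were called in opposite directions in different series. Same-letter libraries of different series correlate at most times, which can raise the number of shared calls. The value of 3.15 does not allow for this.

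Apical and basal regeneration from the 50% level were compared at each time, since the level is the same and opposite ends regrow. The tips lie on opposite sides of the section, so their tissue is not matched. The 0 h comparison therefore gives a difference present before regeneration. The counts were 145 at 0 h (49 higher and 96 lower in apical), 82 at 0.5 h (21 higher, 61 lower), 122 at 1 h (40 higher, 82 lower), 144 at 2 h (36 higher, 108 lower), 115 at 4 h (38 higher, 77 lower) and 180 at 8 h (65 higher, 115 lower). With the 6 libraries of the contrast alone, the 0 h count was 9, the alternative that moved it most as a ratio. DESeq2 gave 310. Without the 0 h libraries of replicate B it was 76, and without those of replicate C 67. The counts then rose to 401 at 16 h (194 higher, 207 lower), 1121 at 24 h (453 higher, 668 lower), 1717 at 36 h (757 higher, 960 lower) and 2517 at 48 h (1394 higher, 1123 lower). A replicate block within each time gave 185 at 1 h, 182 at 4 h and 279 at 8 h. Without it, 1665 to 2588 sequences had an unadjusted p under 0.05 at 0 to 8 h, fewer than the 2714 given by chance. The fit without the block ignores the correlation of same-letter libraries. Of the 145 sequences called at 0 h, 79 were called in the opposite direction at 48 h and 8 in the same direction, against 3.48 and 3.25 if the calls were independent. Calls at 24 and 48 h shared 664 sequences in the same direction and 12 in opposite directions. Of the 2517 sequences called at 48 h, 1896 were called in the same direction in head against foot and 40 in the opposite direction, where independence would give 181.5 in the same direction.

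Apical regeneration from the 50% and from the 80% level was compared at each time, since the same end regrows from different positions. The counts were 495 at 0 h (188 higher and 307 lower from the 50% level), 449 at 0.5 h (166 higher, 283 lower), 415 at 1 h (162 higher, 253 lower), 382 at 2 h (127 higher, 255 lower) and 484 at 4 h (154 higher, 330 lower). They were 552 at 8 h (145 higher, 407 lower), 463 at 16 h (115 higher, 348 lower), 361 at 24 h (96 higher, 265 lower), 334 at 36 h (100 higher, 234 lower) and 118 at 48 h (53 higher, 65 lower). As a ratio the 0 h count moved most without replicate B, to 314, and DESeq2 gave 740. At 48 h the block within time gave 229, and the fit without replicate B 17. Of the sequences called at 0 h, 342 were called in the same direction at 0.5 h and 0 in the opposite direction. Of the 118 called at 48 h, 93 had been called in the same direction at 0 h and 1 in the opposite direction, against 0.551 and 0.525 if the calls were independent.

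**Figure D3:**
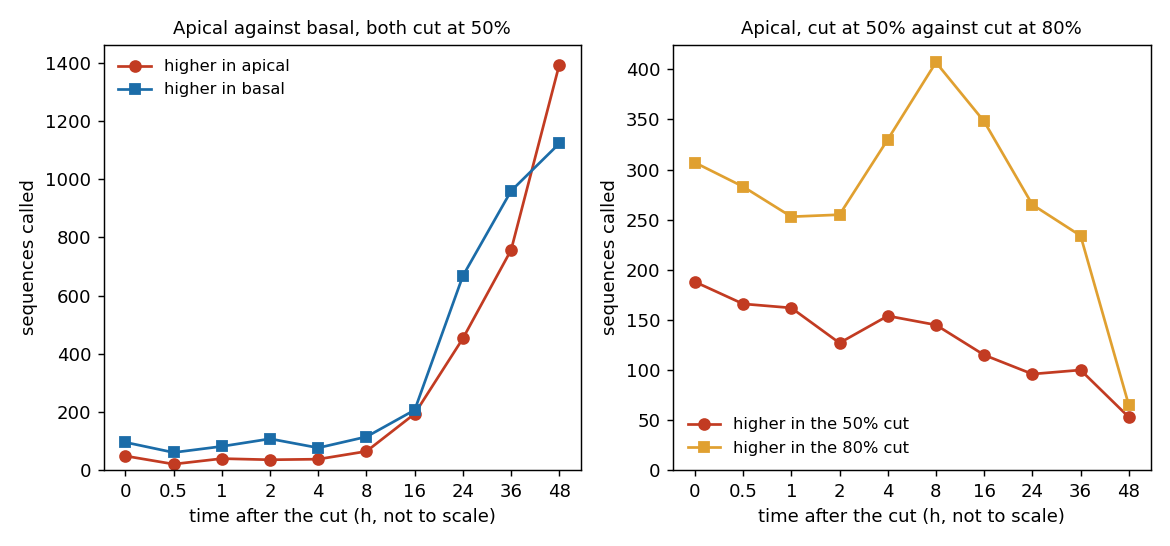
Number of transcript sequences called between series (edgeR) at each time after section, as 1 line per direction, for apical against basal regeneration from the 50% level (left) and for apical regeneration from the 50% against the 80% level (right). Sequences higher in apical tips went from 49 at 0 h to 1394 at 48 h, and sequences higher from the 80% level from 307 to 65.

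F-tests over all times asked which sequences changed with time in each series. Basal regeneration from the 50% level had 11123 called sequences (20.5% of those tested), a count that moved most without replicate B, to 4624. Apical regeneration had 8865 (16.3%) from the 50% level and 7155 (13.2%) from the 80% level. The interaction F-test of whether the changes differed between apical and basal regeneration from the 50% level called 2897 sequences (5.34%), and 5025 with a block within each time. The same test between apical regeneration from the 50% and the 80% level called 193 sequences (0.356%), and 397 with the block. At an unadjusted p under 0.05, the test without the block found 1694 sequences, fewer than the 2714 given by chance. That test ignores the correlation of same-letter libraries, so the low number does not show that differences are absent. In refits on the libraries of these series alone, 1619 sequences had such a p without the block and 2821 with it. In refits of these libraries with series labels exchanged and the constant difference between the series kept in the model, at most 5 sequences were called, against 163 with the real labels. With the block the numbers were 35 and 413.

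The head set (2332 sequences) and the foot set (2396 sequences) were followed to compare each regenerating series with the homeostatic ends. Values are median log2 fold changes of apical against basal regeneration from the 50% level, with fry p adjusted by Benjamini-Hochberg over 20 tests. The head set was lower in apical tips at 0 h, with a median of -0.23 (adjusted p by fry = 0.000196, in 3 of 3 letter pairs), and the alternative that moved this median most was a set log2 fold change of 1, which gave -0.12. It was also lower at 0.5 h (-0.18, fry adjusted p = 0.00188), 1 h (-0.16, fry adjusted p = 0.00221), 2 h (-0.12, fry adjusted p = 0.00492) and 4 h (-0.10, fry adjusted p = 0.0244), each in 3 of 3 pairs. The head set was already lower at 0 h, before regeneration, so these early values do not by themselves show a response to section. The 4 h call was lost without replicate A (fry adjusted p = 0.0636), without replicate C (fry adjusted p = 0.0586) and with a set log2 fold change of 1 (fry adjusted p = 0.0716). Over all alternatives the fry adjusted p at 4 h ranged from 0.0115 to 0.0716. At 8 h the median was -0.067 (fry adjusted p = 0.0719, in 2 of 3 pairs), and with a block within time it was -0.076 (fry adjusted p = 0.035, in a range of 0.035 to 0.212 over the alternatives). At 16 h it was 0.0042 (fry adjusted p = 0.609), and the sign changed to -0.019 with a set log2 fold change of 1. The head set was then higher in apical tips in 3 of 3 pairs at 24 h (0.19, fry adjusted p = 2.35e-05), 36 h (0.67, fry adjusted p = 5.73e-18) and 48 h (1.33, fry adjusted p = 2.23e-31).

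No difference in the foot set between apical and basal tips was detected from 0 to 16 h, where medians ran from -0.10 to 0.10 and fry adjusted p from 0.11 to 0.576. In fits that left out libraries of one letter, the median ran from -0.098 to 0.14 at 0 h. At 16 h it ran from -0.15 to -0.021. The smallest fry adjusted p was 0.0623, at 0 h without the 0 h libraries of replicate A. The foot set was lower in apical tips in 3 of 3 pairs at 24 h (-0.29, fry adjusted p = 2.35e-05), 36 h (-0.50, fry adjusted p = 2.66e-14) and 48 h (-0.83, fry adjusted p = 6.06e-21). Without replicate A the median at 24 h was -0.18. Sequences at or under 3 reads in all libraries of one group were also placed at the bound that 3 reads allow. The medians then differed by at most 0.11, and that of the head set at 48 h was 1.22.

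At 48 h against 0 h, with adjustment over 6 tests, the head set fell by 0.39 in basal regeneration (fry adjusted p = 6e-07). It rose by 1.22 in apical regeneration from the 50% level (fry adjusted p = 2.3e-30) and by 1.20 from the 80% level (fry adjusted p = 9.35e-29). The foot set rose by 0.30 in basal regeneration (fry adjusted p = 8.51e-12), and by 0.12 without replicate B. It fell by 0.58 in apical regeneration from the 50% level (fry adjusted p = 1.15e-07) and by 0.66 from the 80% level (fry adjusted p = 1.15e-09). Each of these changes had its direction in 3 of 3 libraries. All 26 set calls were on the same side of the threshold under camera with an estimated correlation.

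**Figure D4:**
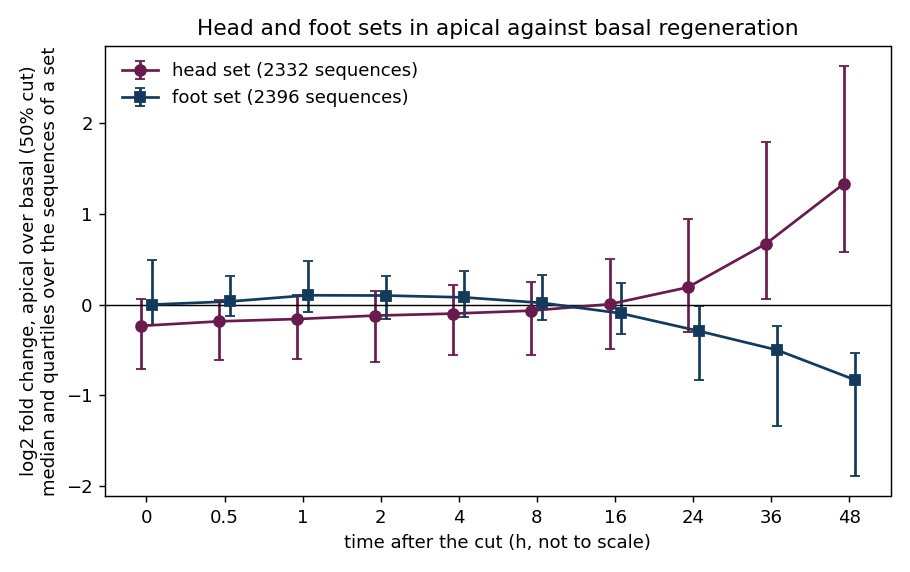
Median log2 fold change of the head set and of the foot set in apical against basal regeneration from the 50% level, by time after section (bars: quartiles over the sequences of a set). The head set goes from -0.23 at 0 h to 1.33 at 48 h, and the foot set from 0 to -0.83.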

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

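The tests of explanations in this part were chosen after the interaction counts had been seen, except for the exchange of labels without a further term. That exchange was planned. The fits with RLE size factors, with DESeq2 and without replicate B were alternatives fixed in advance. A prediction for each of depth, loci, 0 h libraries and labels was written before its own value was seen.

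The changes after section differed between apical and basal regeneration from the 50% level: the interaction F-test called 2897 of 54272 sequences (edgeR, Benjamini-Hochberg). Series labels were exchanged within each time, and 1 of the 25 labellings, the real one, gave as many calls in refits of these libraries (2576, against at most 354). This exchange turns a constant difference between series into an apparent interaction. With that difference kept in the model, it was again 1 of 25, with at most 453 calls under exchanged labels. With a block within each time as well, it was 1 of 25, with 5474 calls under the real labels and at most 1728 under exchanged ones. Depth as the whole cause is argued against, since 2653 sequences were called after each library was thinned to 26378942 reads, the smallest total over the sequences tested. Reads divided among the sequences of a locus are argued against as well: with counts summed per locus, 12.6% of loci were called (2632 of 20883), a larger share than the 5.34% of sequences. The 0 h libraries of replicate A, which stand apart from their replicates, do not account for the count, which was 3176 without that pair. RLE size factors gave 2902. The count was 1279 without replicate B. A difference in handling between the series as the whole cause is argued against by the calls between them at 48 h, of which 1896 had the direction of head against foot and 40 the opposite, where independence would give 181.5 in the same direction. Bias from GC content or length was not tested. A difference in the response between the ends that regrow is a candidate explanation that stays open as a hypothesis.

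The changes after section were also set against each other for apical regeneration from the 50% and the 80% level, where the interaction F-test called 193 sequences (edgeR, Benjamini-Hochberg). With labels exchanged and no further term, 2 of the 25 labellings gave as many calls in refits of these libraries, at 163 for the real one and 193 for an exchanged one. That comparison decides nothing, since the constant difference between the levels enters the exchanged counts. With that difference kept in the model, 1 of 25 labellings gave as many calls, and the exchanged ones gave at most 5. With a block within each time as well, it was 1 of 25, at 413 calls against at most 35. Chance labelling is thus argued against. Depth (171 after thinning), reads divided within loci (0.991% of loci called, 207 of 20883, against 0.356% of sequences) and the 0 h libraries of replicate A (189 without them) are each argued against as the whole cause. The count was 47 without replicate B, 356 with DESeq2, and 397 with a block within each time in the fit over all libraries. Bias from GC content or length and a difference in handling were not tested for this pair. A difference in the response between the levels is a candidate explanation that stays open as a hypothesis.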

How the results depend on the processing

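The block within each time, the newer quasi-likelihood method, the counts per locus and the fits without single 0 h libraries were chosen only after the results were seen.

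RLE size factors, no low-count filter, limma on the authors' normalized values and camera with an estimated correlation moved no count they were applied to by more than 1.5 times and no set across the threshold. The head set at 16 h in apical against basal regeneration, near 0 at 0.0042, was at 0.013 with RLE and 0 with no filter. The first 2 were run for 94 results each, limma for 7 and camera for 26. The 4 named sequences kept their direction and side under each alternative tried. The median log2 fold change of all sequences moved by at most 0.023 under RLE and 0.024 under DESeq2 in any contrast.

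Without a fold-change minimum, head against foot gave 13140 calls, head against intact 12049 and foot against intact 5025. This follows from the looser rule. Summed per locus, they gave 4052, 3313 and 2013, where 20883 loci were tested in place of 54272 sequences.

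DESeq2 gave more calls than edgeR in the counts it moved, and the cause was not tested. Against 0 h, at 0.5, 1, 2, 4 and 8 h, it gave 176, 307, 1000, 1369 and 1859 in basal regeneration and 93, 217, 533, 770 and 949 in apical regeneration from the 50% level. From the 80% level it gave 129, 158, 402, 622, 639 and 968 at 0.5, 1, 2, 4, 8 and 16 h. For apical against basal regeneration it gave 310, 184, 270, 288, 260, 328 and 624 at 0 to 16 h, and for the 50% against the 80% level 577, 541 and 249 at 24, 36 and 48 h. Shared calls were 6, 24 and 169 at 0.5, 1 and 2 h, and the interaction of the 50% and 80% levels 356. It also changed the balance of directions: for apical against basal regeneration it called 152 higher and 158 lower at 0 h, 76 and 108 at 0.5 h, 102 and 186 at 2 h and 117 and 143 at 4 h. At 1 h 45.6% of its 270 calls were higher, against 32.8% by edgeR. Against 0 h at 1 h it called 233 higher and 74 lower in basal regeneration, and 144 and 73 in apical regeneration from the 50% level.

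The newer quasi-likelihood method gave 5 at 0.5 h in basal regeneration, 5, 80 and 426 at 0.5, 1 and 2 h in apical regeneration from the 50% level, and 38 and 278 at 1 and 2 h from the 80% level. It gave 197 for the 50% against the 80% level at 48 h, and shared counts of 14 and 178 at 1 and 2 h. The cause was not tested. With the replicate letter as a block, basal regeneration had 3 calls at 0.5 h, apical regeneration from the 80% level 19 at 1 h, and the shared count at 1 h was 6. A block within each time gave 185, 182 and 279 for apical against basal regeneration at 1, 4 and 8 h, 229 for the 50% against the 80% level at 48 h, and interactions of 5025 and 397. Same-letter libraries correlate within a time, which this block removes.

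With the 6 libraries of the contrast alone, apical against basal regeneration gave 9, 35, 4, 50, 1, 28, 166 and 663 calls at the 8 times from 0 to 24 h. Fewer libraries estimate the spread in that fit.

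The ranges that follow are the lowest and highest values over fits that each left out libraries: 3 without one replicate letter in all groups and 3 without the 0 h libraries of one letter from the 50% level alone. The ranges include the latter for the counts against 0 h of those series, comparisons at 0 h, shared counts, F-tests and sets. In other counts these fits leave out no library compared and are not in the ranges given. Some lie outside them, such as 387 from the 80% level at 4 h, 131 for apical against basal regeneration at 1 h and 3339 for foot against intact. The counts against 0 h are given from 0.5 to 48 h. In basal regeneration they were 0 to 117, 13 to 132, 174 to 1006, 390 to 1065, 469 to 1913, 867 to 2705, 955 to 2142, 1628 to 2926 and 2004 to 3582. In apical regeneration from the 50% level they were 0 to 4, 6 to 67, 82 to 364, 193 to 605, 315 to 817, 481 to 1191, 864 to 1714 and 1166 to 1886 up to 36 h. From the 80% level they were 0 to 1, 0 to 12, 21 to 132, 114 to 296, 148 to 276, 307 to 433, 576 to 638, 930 to 1691 and 1633 to 2979. Foot against intact had 2001 to 2688.

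For apical against basal regeneration the ranges from 0 to 36 h were 40 to 118, 18 to 50, 38 to 91, 65 to 115, 35 to 85, 62 to 106, 186 to 235, 544 to 935 and 1069 to 1515. For the 50% against the 80% level from 0 to 48 h they were 314 to 577, 263 to 340, 210 to 357, 193 to 283, 277 to 375, 346 to 404, 195 to 372, 158 to 289, 120 to 271 and 17 to 122. Shared counts from 1 to 48 h were 0 to 1, 16 to 106, 60 to 242, 80 to 188, 119 to 214, 165 to 258, 198 to 342 and 265 to 615. The F-tests of change with time had 4624 to 11961 in basal regeneration, 4110 to 9397 in apical regeneration from the 50% level and 3450 to 8015 from the 80% level. The interactions had 1279 to 3176 and 47 to 196.

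Among the sets, the head set in apical against basal regeneration changed its side of the threshold or its sign in 5 cases. At 4 h the median was -0.056 with a set log2 fold change of 1 (fry adjusted p = 0.0716), and -0.13 to -0.10 over the fits that left out libraries. The fry adjusted p at 4 h was 0.0636 without replicate A and 0.0586 without replicate C, in a range of 0.0115 to 0.0716 over alternatives. At 8 h it was -0.076 with the block within time (fry adjusted p = 0.035, over alternatives 0.035 to 0.212). At 16 h it was -0.019 with a set log2 fold change of 1 (fry adjusted p = 0.781, over alternatives 0.561 to 0.884). The cause was not tested, beyond the wider sets and fewer libraries these settings bring. A set log2 fold change of 1 also shrank medians by more than 1.5 times where the call and direction held. In apical against basal regeneration the head set was then at -0.12, -0.094, -0.097 and -0.063 at 0, 0.5, 1 and 2 h, and at 0.079, 0.39 and 0.74 at 24, 36 and 48 h. At 48 h against 0 h it was at -0.17 in basal regeneration, 0.73 in apical regeneration from the 50% level and 0.78 from the 80% level, and the foot set at 0.18 in basal regeneration. Wider sets take in sequences with smaller differences between head and foot. Of simulated changes in head against foot, with an assumed dispersion trend, 70% of 4-fold and 24% of 2-fold ones were called. No single contrast against 0 h was simulated. A low count at an early time therefore does not show that changes are absent, above all those near 2-fold.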

Other observations

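All tests of the absent sequences and of the kept calls in this part were chosen only after the result was seen, and the splits of the libraries were planned.

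The 0 h libraries of replicate A from the 50% level, 1 apical and 1 basal, lacked sequences that most of the other 97 libraries held. Of 21171 sequences with a median of at least 2 CPM in the others, 97 had at most 2 reads over both libraries together. The other 29 pairs of apical and basal libraries of one letter and time lacked 5 to 24 such sequences (median 12), so loss by chance in any pair is argued against by the maximum of 24. Low depth is argued against, since the least abundant of the 97 was expected at 124 reads over both libraries and the median one at 281. Lower expression of whole loci is argued against for most: the other sequences of the same loci had a median log2 ratio to replicates B and C of -0.023 (quartiles -0.39 and 0.21), and the absent ones a median of -5.63. For 11 of 95 loci the locus as a whole fell by more than 2 log2 units, so for these the explanation stays open. An absent sequence held a median of 9.57% of the reads of its locus in replicates B and C.

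Sequence variants carried by the animals sampled are a candidate explanation for the 97 sequences, since 77 others were present in these libraries and nearly absent elsewhere, against at most 18 (median 8) in another pair. Both libraries of a pair may come from the same animals, which the labels do not state. Variants cannot be told apart from splice forms used by those animals: 96 of the 97 lie in loci with 2 or more sequences, and no value at hand separates an allele, a copy and a splice form. The level of the set also varied among the other libraries, as the median over its members of CPM relative to the median of all other libraries. It was 0.168 in apical 80% at 4 h replicate A, 0.455 in apical 50% at 4 h replicate A, 0.493 in apical 80% at 0.5 h replicate C, 0.580 in foot replicate B, 0.585 in apical 80% at 24 h replicate A and 0.622 in basal 50% at 4 h replicate A. Over the 97 libraries, the level of alternate members of the set correlated with that of the remaining members (Pearson r = 0.851, Spearman rho = 0.778, two-sided permutation p = 1e-05 for each, the smallest that 100000 permutations can give). Without the 2 libraries farthest from the median, r was 0.812. This was the 1 relation of its family, so adjustment leaves its p as it is. The permutation took libraries as exchangeable, although libraries of one letter and time correlate. No value for other sets of sequences is at hand. The correlation therefore does not show that a shared level is particular to these sequences, and it does not bear on variants.

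The same 0 h libraries of replicate A weighed on the early calls. Over the 10 contrasts at 1 to 16 h in the series from the 50% level there were 6818 calls. Without the 0 h libraries of replicate A 47.3% were kept (3751 calls in all), without those of replicate B 79.6% (7909 calls) and without those of replicate C 79.4% (9404 calls). In basal regeneration the shares kept were 43.3%, 76.9% and 82.2%, and in apical regeneration 55.1%, 84.8% and 73.9%. A part of the early calls may therefore reflect the animals of replicate A at 0 h. No biological explanation was tested, since the design gives no group for the animals.

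Other splits of the libraries were refitted for each count and set, with 10 splits for 3 against 3 libraries, so the share cannot fall under 0.1. For the 3 homeostatic counts the real split alone gave as many calls (1 of 10). This held for 19 of 27 counts against 0 h, of which apical regeneration from the 50% level at 4 h and from the 80% level at 2 h rest on 1 call against 0. The other 8 had 0 calls in the real refit, so 10 of 10 splits gave as many: 0.5, 1 and 2 h in basal regeneration, 0.5 and 1 h in apical regeneration from the 50% level, and 0.5, 1 and 4 h in apical regeneration from the 80% level. These 8 refits say nothing about chance, and in 6 of them the fit over all libraries gave calls, from 1 to 493. In the fit over all libraries, 2666 to 8250 sequences had an unadjusted p under 0.05 in these contrasts. For shared calls, 5 of 9 counts stood alone (8 to 48 h), and at 0.5 to 4 h all 10 splits gave 0. There, 39 to 1204 sequences had an unadjusted p under 0.05 and one direction in each series in the fit over all libraries.

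For apical against basal regeneration the real split stood alone at 9 of 10 times, and at 4 h, where the refit gave 1 call, 2 of 10 splits gave as many. For apical regeneration from the 50% against the 80% level it stood alone at 10 of 10 times, at 48 h with 1 call against 0. Among the 4 splits that part all 3 letter pairs, the real one stood alone in each of these 20 counts. The splits that part fewer pairs leave the shared deviation of a pair within one side. For the F-tests of change with time in the 3 series, 1 of 25 labellings, the real one, gave as many calls.

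For the sets, the real split gave the most extreme median alone in 16 of 26 tests. The exceptions for the foot set in apical against basal regeneration were 10 of 10 splits at 0 h, 6 at 0.5 h, 2 at 1 h, 2 at 2 h, 6 at 4 h, 3 at 8 h and 2 at 16 h. For the head set they were 2 at 2 h and 5 at 16 h. Among the 4 splits that part all 3 letter pairs, the real one stood alone in 15 of the 20 set tests of apical against basal regeneration, including the head set at 2 h and the foot set at 1, 2 and 16 h. In basal regeneration at 48 h against 0 h, 2 of 10 splits gave a foot set median as far from 0. Of these sets, the head set at 2 h and the foot set in basal regeneration had a fry adjusted p under 0.05.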
